A study of Mus musculus with 2 samples. Its data were reported in "A PPARγ/long noncoding RNA axis regulates adipose thermoneutral remodeling in mice" (2023).

How the data were processed

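Single-nucleus RNA sequencing (snRNA-seq) measures the RNA of individual nuclei captured in droplets. A unique molecular identifier (UMI) marks each captured molecule, so that copies made during amplification are counted 1 time. The data came from inguinal white adipose tissue (iWAT, a subcutaneous fat depot) of male mice fed a Western diet. There was 1 library for the genotype Lexis WT and 1 for the genotype Lexis KO, each made from tissue pooled over mice. Lexis is a long noncoding RNA, and the study deleted it in adipose tissue.

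The deposited values are UMI counts per gene and barcode, which the authors made with Cell Ranger (version 6.1.1 per the file headers). Each library was deposited as a matrix of 31053 genes by 5000 barcodes. Neither the genome build, nor whether reads in introns were counted, nor any removal of free RNA was stated. The deposited counts held 9376351 UMIs in the library labelled WT and 19655049 UMIs in the library labelled KO.

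Groups were taken from the sample labels. The names of the deposited files carry the opposite genotype for 2 of the 2 libraries. The targeted gene, which would check the labels, has no row under the symbols Lexis and Lexis1 or under the transcript name that exact matches of the study's probe sequences gave, so Lexis was not analysed here. The libraries are therefore called the library labelled WT and the library labelled KO throughout, and every direction holds for the labels as given.

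Nuclei with at least 500 detected genes and at most 5% of UMIs from mitochondrial genes were kept. Doublets were scored per library with Scrublet in scanpy 1.11.5. The automatic threshold marked 92 of 2944 nuclei (3.12%) in the library labelled KO. It marked 0 of 3649 nuclei in the library labelled WT, so the rule set for a rate under 0.5% was used there, and the 4% of nuclei with the highest scores (146) were removed.

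The merged counts were clustered with Seurat 5.3.0 in R 4.3.3. Counts were scaled to 10000 per nucleus and log-transformed, and 2000 variable genes, 20 principal components, 20 neighbours and a Louvain resolution of 0.5 were used, with no batch correction, since the study's methods name a merged matrix. Its results speak of an integrated analysis, so whether the libraries were aligned is not clear, and integration was kept as an alternative. Nuclei of the adipocyte and ASPC (adipogenic stem and precursor cell, here including fibroblast) classes were then clustered again with the same settings. The division of small clusters moved with the numerical kernel of the linear algebra library, which was fixed.

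Clusters were named from marker lists written before the data were examined. The scoring rule was written afterwards. A marker passed in a cluster when at least 5% of nuclei had a UMI of it and its CPM was at least 2 times the mean of the other clusters. A name needed at least 3 passing markers, a lead of at least 3 markers over the next class, and no more markers of another class than of its own among the top 10 genes by fold. Macrophage and dendritic cell lists were joined as myeloid, and B and T/NK lists as lymphocyte. The lead was first set at 2 markers, with a rule that a mural cluster needs a mural marker among its top 10 genes. A list of genes against the name was then considered in its place. After the names under these rules had been seen, both were dropped and the lead was raised to 3, which leaves 1 cluster of the library labelled WT unnamed. Its share is given in the results, and the lead of 2 was kept as an alternative.

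With 1 library per genotype there are no replicates, and no test was made and no p-value is given. Counts were summed over the nuclei of a class in each library and expressed as CPM, the deposited counts so summed and scaled to the same total in each library. Summed counts have exact Poisson 95% intervals, shares have exact Clopper-Pearson 95% intervals, and ratios of CPM (labelled KO over labelled WT) have exact conditional binomial 95% intervals. Differences between shares combine both exact intervals by square and add. All cover counting error only and leave out the spread between mice and between preparations. A count of 0 allows up to 3 counts. The median log2 ratio of a gene panel has an interval from Poisson draws of its counts. Shares of nuclei with a UMI were compared after thinning each nucleus to 1000 UMIs.

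The all-gene comparison used genes with at least 50 counts over both libraries, mitochondrial genes left out. The genes named from it are the 5 with the largest and the 5 with the smallest ratio among genes whose adipocyte CPM reached that of all other kept nuclei in the library where the gene was higher. This rule, the gene panels and the progenitor lists were written before the data were examined. On simulated counts for the adipocyte comparison (10609 genes, 200 changed by 4 times) the ratio thresholds recovered 178 of the 179 changed genes with enough counts, and 80 of 10430 unchanged genes passed. The ratio interval held the true ratio for 96.2% of 558 genes.

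Intronic lengths were taken from the GENCODE vM1 annotation by gene identifier and used as a property of a gene only. They were found for 10631 of the 11350 adipocyte genes compared (93.7%). A ratio corrected for intronic length is the ratio of the gene over the median ratio of 200 genes of like intronic length. In a simulation that carried the trend of the data, the corrected ratio recovered 168 of 168 changed genes with 55 of 9537 unchanged genes passing, against 129 and 2999 for the plain ratio. Both simulations drew Poisson counts only. The trend was put in and taken out by the same calculation, with no scatter of genes about it. The simulations thus check the calculation and give no error rate for these data. In the data, adipocyte genes with more than 300000 bases of intron had log2 ratio quartiles of 1.30 and 3.66.

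Alternatives listed before the data were examined were at least 200 or 1000 genes per nucleus, no mitochondrial limit, doublets kept, resolutions of 0.2 and 1.0, 30 principal components, integration of the libraries with Seurat anchors (CCA), adipocytes defined in each nucleus by UMIs of at least 3 of 6 markers, CPM without mitochondrial genes and Malat1, scaling by trimmed mean of M values (TMM), the mean of the CPM of each nucleus, thinning to 500 UMIs or none, minimums of 10 and 200 counts, and thinning of the deeper library. Clusters from genes with at most 10000 bases of intron, the ratio corrected for intronic length, the lead of 2 markers, shares among nuclei other than lymphocytes, and these shares without the cluster with Top2a among its leading genes were added after the data had been seen.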

Results

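To ask how loss of Lexis bears on the cell populations of iWAT, nuclei of 1 library labelled WT and 1 library labelled KO were compared. After filtering, 3503 nuclei of the library labelled WT were kept, with a median of 1195 UMIs and 758 genes per nucleus. In the library labelled KO, 2852 nuclei were kept, with a median of 3879 UMIs and 1941.5 genes. The median depth was thus 3.25 times higher in the library labelled KO. This ratio was 1.56 among nuclei with at least 1000 genes. There was no replicate of either genotype, so the differences below describe 2 libraries, and every interval is a 95% interval for counting error only.

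The names of the deposited files and the sample labels assign opposite genotypes to both libraries. Lexis itself was not analysed here, so the labels could not be checked by the targeted gene.

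Clustering of the merged nuclei gave 18 clusters, of which 15 drew at least 90% of their nuclei from 1 library. Adipocyte-like nuclei made up 11.9% of the library labelled WT (417 of 3503, interval 10.8 to 13.02) and 31.3% of the library labelled KO (894 of 2852, interval 29.6 to 33.1). ASPC-like nuclei made up 8.54% (299) and 27.6% (786). Myeloid-like nuclei made up 14.8% (520) and 29.9% (852). The difference was largest for lymphocyte-like nuclei, at 57.5% of the library labelled WT (2014, interval 55.8 to 59.1) and 3.58% of the library labelled KO (102, interval 2.93 to 4.32). Endothelial-like nuclei were 2.71% and 4.28%, and mural-like nuclei (cells of the vessel wall) were 0.285% and 1.54%. The endothelial difference changed sign with at least 1000 genes per nucleus, at resolution 0.2 and without lymphocytes (dividing nuclei left in or out), and the mural difference with a lead of 2 markers. The mural difference was within counting error after integration and with 30 principal components. Myocyte-like nuclei were found as 52 nuclei (1.82%) of the library labelled KO and 0 of 3503 in the library labelled WT, which allows a share of up to 0.0856%. The unnamed cluster held 148 nuclei (4.22%) of the library labelled WT and 0 of 2852 of the library labelled KO. These shares sum to 100 within a library, so the lymphocyte share lowers all others. With lymphocytes left out, adipocytes made up 28.0% and 32.5%, ASPCs 20.1% and 28.6%, and myeloid nuclei 34.9% and 31.0%. The myeloid class includes a cluster led by genes of dividing cells (90 and 24 nuclei), which some settings named lymphocyte. With that cluster left out too, which moved the adipocyte difference most, the differences of 2.99 percentage points for adipocytes (interval −0.0481 to 5.98) and −0.362 for myeloid nuclei (interval −3.39 to 2.63) were within counting error. Near-equal myeloid shares do not show like populations. Of all myeloid nuclei, 91.7% lay in clusters with at least 90% from 1 library. Clustered on genes with at most 10000 bases of intron, 4.30% did. ASPCs still differed by 7.46 (interval 4.65 to 10.2). The unnamed cluster stays in these totals, at 10.6% of the library labelled WT and 0 of 2726 nuclei of the library labelled KO. It thus lowers the other shares of the library labelled WT. Adipocytes were 417 of 1399 nuclei there, the 148 unnamed nuclei included, and 894 of 2726 in the library labelled KO. Without the unnamed nuclei the adipocyte share of the library labelled WT would no longer be the lower one. Intervals without them were not computed.

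**Figure D1:**
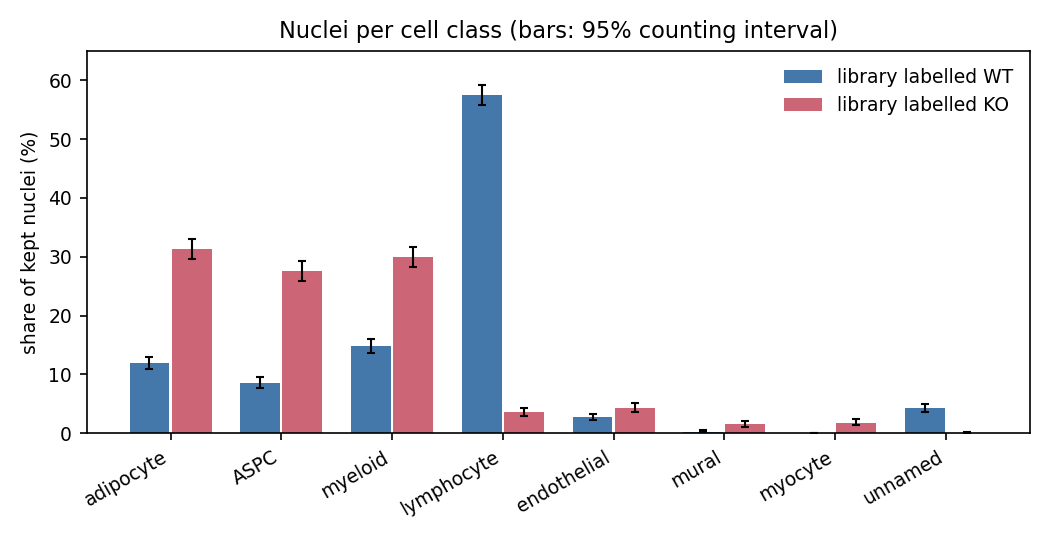
Share of kept nuclei (%) in each cell class for the library labelled WT (blue) and the library labelled KO (red), with 95% Clopper-Pearson intervals for counting error as black bars. Lymphocytes took 57.5% of the library labelled WT and 3.58% of the library labelled KO.

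The study compared subpopulations of adipocyte-related nuclei. Re-clustering of 716 nuclei of the library labelled WT and 1680 of the library labelled KO gave 9 subclusters. Subclusters with at least 90% of nuclei from 1 library held 92.8% of these nuclei. The adipocyte subclusters 0 and 2 held 31.4% and 21.5% of the library labelled KO, with no nucleus of the library labelled WT (0 of 716, which allows a share of up to 0.419%). The adipocyte subclusters 4 and 6 held 41.6% and 21.1% of the library labelled WT and 0.238% and 0.119% of the library labelled KO. Integration with anchors changed this most. It gave 7 subclusters, and 0% of nuclei lay in subclusters with at least 90% from 1 library.

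The subcluster with the highest summed CPM of Ucp1, Cidea and Ppargc1a was subcluster 0, at 164 CPM. Only 2 of the 10 thermogenic markers passed in it, so it is given by number and was not named thermogenic-like. Its share was 31.4% of the library labelled KO (527 of 1680, interval 29.2 to 33.6) and 0 of 716 in the library labelled WT. The adipocyte subclusters 0, 2, 4 and 6 each drew nearly all nuclei from 1 library. Whichever of them was highest would thus have been nearly confined to 1 library. This share therefore cannot be read as a difference in thermogenic nuclei. After integration, the subcluster that was highest by the same rule reached 1744 CPM, and 7 of the 10 markers passed. This thermogenic-like subcluster held 9 of 716 nuclei of the library labelled WT (1.26%, interval 0.576 to 2.37) and 22 of 1667 of the library labelled KO (1.32%, interval 0.829 to 1.99), a difference of 0.0628 percentage points that was within counting error. How many of these nuclei also lie in subcluster 0 was not counted. The subcluster after integration is smaller (31 nuclei against 527), and integration aligns the libraries by its construction. The shares therefore do not test the difference seen for subcluster 0.

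**Figure D2:**
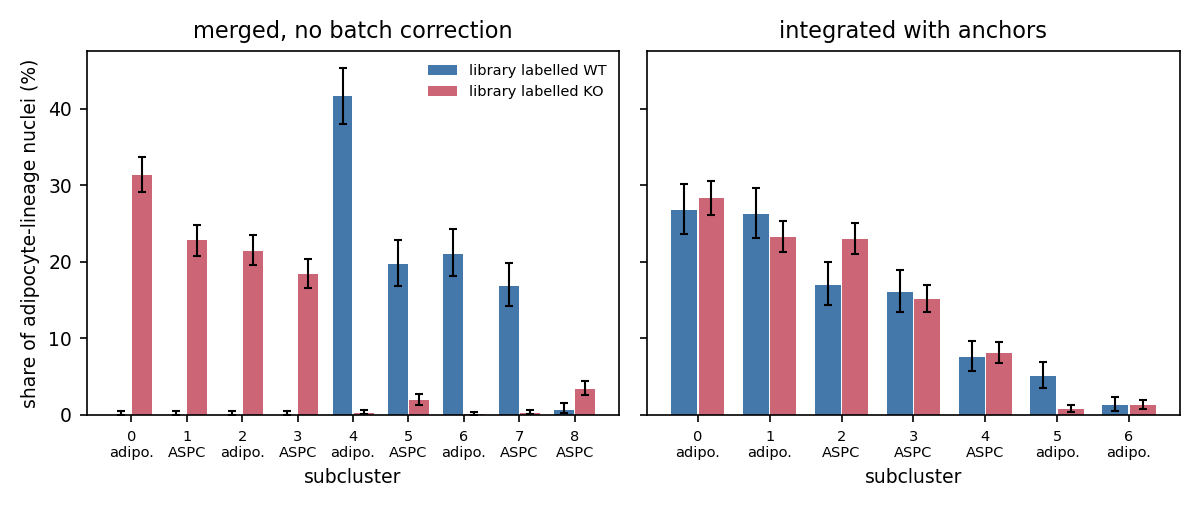
Share of adipocyte-lineage nuclei (%) per subcluster in the library labelled WT (blue) and the library labelled KO (red), with 95% Clopper-Pearson intervals for counting error as black bars, for merged clustering (left) and after anchor integration (right). Subcluster 0 on the left held 31.4% of the library labelled KO, and subcluster 6 on the right held 1.26% and 1.32%.

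Thermogenic genes were then compared over all adipocyte nuclei, with 1944364 UMIs in the library labelled WT and 8642341 UMIs in the library labelled KO. Lymphocytes were taken as the measure of free RNA for adipocyte transcripts. They were shallower than adipocytes, so their UMIs per nucleus are given where their CPM came near that of adipocytes. Ucp1 (ENSMUSG00000031710) had 49 counts in the library labelled WT (25.2 CPM, interval 18.6 to 33.3) and 71 counts in the library labelled KO (8.22 CPM, interval 6.42 to 10.4), a ratio of 0.326 (interval 0.223 to 0.479). In lymphocytes it had 7.52 CPM and 4.62 CPM, the latter from 1 count. The 3 nuclei with most Ucp1 held 27 of the 49 counts and 60 of the 71 counts, so that few nuclei decide these values. Cidea (ENSMUSG00000024526) was higher in the library labelled KO, with 36.9 CPM against 8.74 CPM, a ratio of 4.22 (interval 2.60 to 7.34). Ppargc1a (ENSMUSG00000029167) did not differ beyond counting error, with a ratio of 1.03 (interval 0.802 to 1.33), but its log2 ratio was −0.81 after correction for intronic length. Acsl1, Acss2, Adrb3 and Elovl6 were lower in the library labelled KO, with ratios of 0.657, 0.781, 0.607 and 0.496. The Elovl6 value in the library labelled KO (54.8 CPM) was under that in its lymphocytes (102 CPM), which had 0.216 UMIs per nucleus against 0.530 in adipocytes. The median log2 ratio of the 7 genes was −0.61. Adrb3 turned to a log2 ratio of 0.32 after correction for intronic length, and Acss2, at −0.07, was within counting error under TMM scaling. Of the alternatives, TMM scaling moved this median most, to −0.32.

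Among adipocyte identity genes, Pparg rose from 412 CPM to 1842 CPM (ratio 4.47, interval 4.17 to 4.81) and Cidec from 671 CPM to 2317 CPM (ratio 3.45, interval 3.27 to 3.66). After correction for intronic length the log2 ratio of Pparg fell from 2.16 to 1.11. Plin4 was lower in the library labelled KO, with a ratio of 0.578, and had a log2 ratio of −0.18 after that correction. Fabp4 had a ratio of 0.468, but in the library labelled KO its 4866 CPM in adipocytes stood beside 4306 CPM in lymphocytes, which had 9.15 UMIs per nucleus against 47.04 in adipocytes, or 19.4% of that level. Plin1 had a ratio of 0.905 (interval 0.871 to 0.940), which turned to a log2 ratio of 0.14 under TMM scaling and 0.30 after correction for intronic length. Adipoq did not differ beyond counting error as scaled here (ratio 0.962, interval 0.884 to 1.05), but its log2 ratio was 0.23 under TMM scaling, −0.31 without mitochondrial genes and Malat1, and 0.55 after correction for intronic length. In the library labelled KO its 333 CPM in adipocytes stood beside 309 CPM in lymphocytes, which had 0.657 UMIs per nucleus against 3.22 in adipocytes. The median log2 ratio of the 6 genes was −0.10 and became 0.19 under TMM scaling and 0.42 after correction for intronic length.

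In the calcium cycling and WNT panel, Tcf7l2 had 268 CPM in the library labelled WT and 365 CPM in the library labelled KO (ratio 1.36, interval 1.24 to 1.49). Its log2 ratio of 0.44 became −1.03 after correction for intronic length. Prdm16 had a ratio of 4.91 (interval 3.74 to 6.57), but its log2 ratio of 2.30 became 0.25 (interval −0.15 to 0.67) after that correction, which is within counting error. Atp2a2 had a ratio of 0.841 (interval 0.730 to 0.970), with a log2 ratio of 0.037 under TMM scaling. Its CPM was near that in lymphocytes (129 CPM in adipocytes and 155 CPM in lymphocytes of the library labelled WT). Per nucleus, however, lymphocytes of that library had 0.184 UMIs of Atp2a2 against 0.5995 in adipocytes, or 30.6% of that level. In the library labelled KO they had 0.176 against 1.04, or 16.9%. Atp2a1, Atp2a3, Prkaa1 and Cox8b were under 50 CPM in adipocytes. Lymphocytes of the library labelled KO had 0.0882 UMIs of Prkaa1 per nucleus against 0.434 in adipocytes, and 0.0686 of Cox8b against 0.130. Atp2a1 and Atp2a3 had fewer UMIs per nucleus in adipocytes than in lymphocytes of the library labelled KO and are read as background there. Atp2a3 is read so in the library labelled WT too, with 0.125 UMIs per nucleus in adipocytes against 0.216 in lymphocytes. The median log2 ratio of the 7 genes, with Atp2a1 and Atp2a3 left in, was 0.44.

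**Figure D3:**
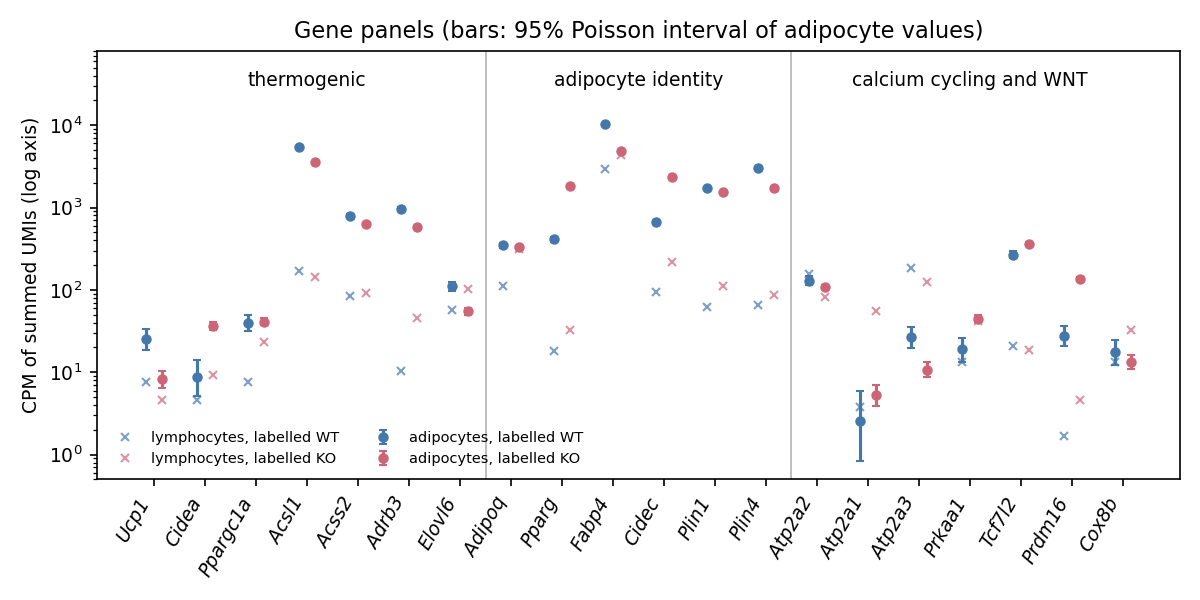
CPM of summed UMIs on a log axis for each panel gene in adipocytes (circles, with 95% Poisson intervals) and in lymphocytes (crosses) of the library labelled WT (blue) and the library labelled KO (red). Ucp1 lay at 25.2 and 8.22 CPM, and Adipoq in the library labelled KO lay at 333 CPM in adipocytes and 309 CPM in lymphocytes.

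The share of adipocyte nuclei with a UMI of Ucp1, Cidea or Ppargc1a was compared at 1000 UMIs per nucleus. It was 6.88% (28 of 407, interval 4.62 to 9.79) in the library labelled WT and 7.09% (63 of 889, interval 5.49 to 8.98) in the library labelled KO. Thinning left out 10 and 5 adipocyte nuclei. Macrophages gave 1.22% (4 of 329) and 0.756% (6 of 794), with 91 and 49 nuclei left out. Median depths before thinning were 3643 and 7848.5 UMIs in adipocytes and 1475.5 and 2902 UMIs in macrophages. Without thinning the adipocyte shares were 18.2% and 31.0%, so the difference of 12.8 percentage points at full depth was 0.207 percentage points at equal depth and not detectable. Ucp1 alone was found in 2.21% (9 of 407) and 0.337% (3 of 889) of adipocyte nuclei at 1000 UMIs, a difference of −1.87 percentage points (interval −3.84 to −0.515). Cidea went the other way, with 1.23% (5 of 407) and 3.71% (33 of 889), a difference of 2.48 (interval 0.505 to 4.16). Macrophages had Ucp1 in 0.912% (3 of 329) and 0.126% (1 of 794) and Cidea in 0.304% (1 of 329) and 0.504% (4 of 794). The Ucp1 shares of adipocytes and macrophages overlap within their intervals in each library, so the Ucp1 difference is not separated from free RNA. At 500 UMIs per nucleus the adipocyte difference for Cidea was 1.29 (interval −0.299 to 2.58), which was within counting error. For Ucp1 it was −1.34 (interval −3.11 to −0.154). For any of Ucp1, Cidea or Ppargc1a it was −0.385 (interval −3.01 to 1.84), again within counting error.

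Panels of 3 precursor populations were summed per subcluster. P1 genes reached 7469 CPM (interval 7319 to 7621) in the 383 nuclei of the library labelled KO in ASPC subcluster 1. In the library labelled WT, ASPC subcluster 7 had 4911 CPM of P1 genes (interval 4597 to 5242) and 4960 CPM of P2 genes (interval 4644 to 5292). This P2 value was below those of adipocyte subclusters 4 and 6 of that library, at 6514 and 7706 CPM. P2 genes reached 19521 CPM in subcluster 3 of the library labelled KO. In subcluster 5 they reached 23557 CPM in 141 nuclei of the library labelled WT and 47336 CPM in 32 nuclei of the library labelled KO. P3 genes reached 11173 CPM in 57 nuclei of the library labelled KO and 15273 CPM in 5 nuclei of the library labelled WT in subcluster 8. In the other subclusters P3 genes reached at most 3354 CPM, so they were highest in subcluster 8. P2 genes were at 24338 CPM in the same 57 nuclei, so P2 genes did not single out 1 subcluster. Levels of different panels cannot be compared within a subcluster, since each panel sums other genes.

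Across 11350 genes with at least 50 counts in adipocytes, 2946 had a ratio of at least 2 and 2000 a ratio of at most 0.5. These are counts of 2 libraries and not of tested genes. The split depended on the scaling, with 3538 and 1106 genes under TMM scaling and 2462 and 2970 without mitochondrial genes and Malat1, where genes with a ratio of at most 0.5 were the larger group. The largest ratios were those of Gm20388, Gm42906, Lrmda, 9630028H03Rik and 9330175M20Rik. Gm20388 had 16333 counts in the library labelled KO and 0 in the library labelled WT. That is 1225-fold higher when 0 is set at 3 counts, and the lower limit of the ratio interval was 996. Lrmda had 20631 and 7 counts (ratio 663, interval 322 to 1649). Both were also abundant in the other nuclei of the library labelled KO, at 1450 CPM and 750 CPM, against 0 and 0.856 CPM in the library labelled WT. The smallest ratios were those of Lockd (69 counts in the library labelled WT and 1 in the library labelled KO), Dqx1, Slc40a1, 3930402G23Rik and Gm26735. The ratio of Lockd was 0.00326 (interval 8.14e-05 to 0.0188), and those of the other 4 genes lay between 0.0450 and 0.137.

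The ratio rose with the intronic length of the gene. In adipocytes the median log2 ratio was −0.90 over 1237 genes with at most 3000 bases of intron and 1.44 over 1423 genes with more than 100000 bases. Lymphocytes gave −0.82 and 1.25, and endothelial nuclei −0.97 and 1.46. Among the genes with the largest ratios, Gm20388, Lrmda and 9630028H03Rik had 4430930, 1033660 and 254499 bases of intron. No length was found for Gm42906 and 9330175M20Rik. The trend therefore bears on these largest ratios, which are given without correction. After correction for intronic length, 2014 of 10631 genes had a ratio of at least 2 and 1271 a ratio of at most 0.5.

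**Figure D4:**
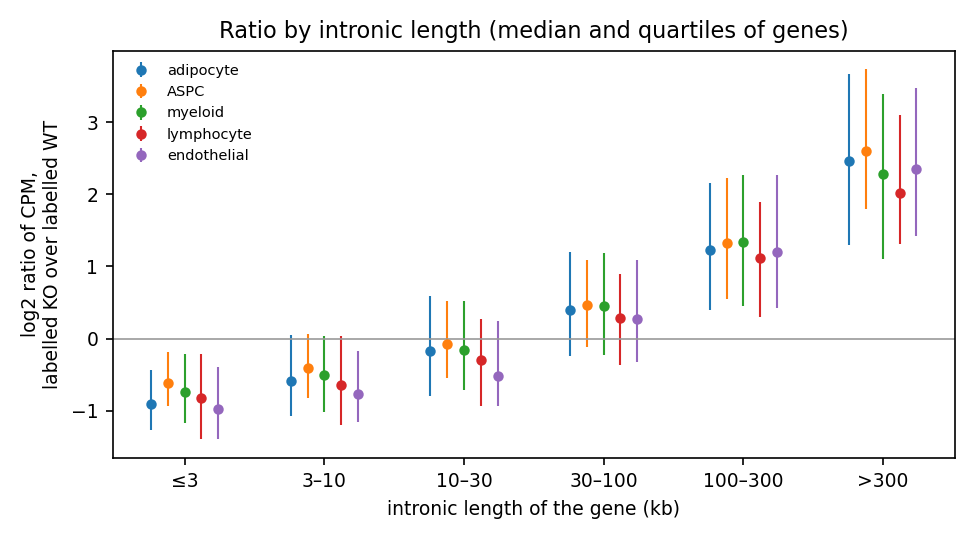
Median log2 ratio of CPM (labelled KO over labelled WT) of genes grouped by intronic length in kb, with quartiles of genes as bars, for 5 cell classes. In adipocytes the median rose from −0.90 in the group with least intron to 2.46 in the group with most, and each of the other classes rose too.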

Values the study reported

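The study reported 9 population clusters over all nuclei of iWAT. Its re-clustering of adipocyte-related nuclei gave 7 subpopulations, of which 3 were matched to adipogenic stem and precursor cells.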

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

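The test in this part was chosen after the cluster had been seen, with a gene list written before those genes were looked at.

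The unnamed cluster held 148 nuclei of the library labelled WT and 0 of 2852 nuclei of the library labelled KO. The results give only its share, but its nuclei stay in the totals of all class shares there. The cluster passed 4 mural, 2 epithelial and 2 fibroblast markers. It was singled out because its count lies above the 3 counts that a count of 0 allows. Among genes seen in it, Ccl21a reached 3068 CPM in the cluster against 107 CPM in the other nuclei of that library, Cxcl13 890 CPM against 41.3 CPM, and Ccl19 292 CPM against 10.6 CPM. A list of 11 genes of lymph node stroma and vessels was then compared, and 8 of them were higher in the cluster than in the other nuclei of that library beyond counting error, among them Madcam1 (5 counts against 5, ratio 22.8, interval 5.26 to 99.2), Grem1 (ratio 26.6) and Clu (ratio 18.9). Glycam1, a gene of lymph node vessels, was not higher there (ratio 0.645, interval 0.276 to 1.29). Of the 11 genes, 2 also had at least 50 counts in ASPC nuclei of the library labelled KO. Lymph node tissue in the library labelled WT is a candidate source of the cluster. Lymphoid stroma formed within the fat depot would carry the same genes and stays open, and so does an effect of genotype, since each genotype has 1 library. Under the lead of 2 markers this cluster was named mural, and the mural share of the library labelled WT was then 4.51%.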

How the results depend on the processing

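The clusters from genes with little intron, the correction for intronic length, the lead of 2 markers and the shares without lymphocytes, or without lymphocytes and dividing nuclei, were chosen after the data had been seen, and the other alternatives before the data were examined. Over the 13 results that answer a comparison, 147 alternative values were computed. Of these, 100 stayed within counting error or within 1.5 times a count of genes, 43 moved further, and 4 changed sign. Among 340 values of 25 further results, 264 stayed, 66 moved and 10 changed sign. Unless stated here, the cause of a change was not tested. Differences between shares are labelled KO minus labelled WT, in percentage points. They were 19.4 for adipocytes, 19.0 for ASPCs, 15.0 for myeloid nuclei, −53.9 for lymphocytes, 1.57 for endothelial and 1.26 for mural nuclei.

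With at least 200 genes per nucleus the ASPC difference was 17.0. With at least 1000 genes the differences were 5.00 for adipocytes, 14.8 for ASPCs, 23.9 for myeloid nuclei, −27.8 for lymphocytes and −4.26 for endothelial nuclei, and the ratio of median UMIs was 1.56. That minimum removes more nuclei from the shallower library by its construction. Without a mitochondrial limit the myeloid difference was 18.4 and the ratio of median UMIs 2.80. An epithelial-like class of 105 nuclei (2.40%) of the library labelled WT and 0 of 3410 of the library labelled KO then appeared, apart from the unnamed cluster, with Epcam, Krt18 and Krt19 among its leading genes. Resolution 0.2 gave 18.5 for myeloid nuclei, −57.5 for lymphocytes and −2.63 for endothelial nuclei. Integration gave −50.7 for lymphocytes, 30 principal components gave 19.1 for myeloid nuclei and −56.4 for lymphocytes, and clusters from genes with little intron gave 17.8 for myeloid nuclei. The lead of 2 markers gave −2.97 for mural nuclei, because the unnamed cluster then took that name. The mural difference was within counting error after integration (0.354, interval −0.279 to 1.01) and with 30 principal components (0.173, interval −0.437 to 0.806), and the endothelial difference was 4.56 without a mitochondrial limit. With lymphocytes left out of the total the differences were 4.50 for adipocytes, 8.50 for ASPCs, −3.94 for myeloid and −1.94 for endothelial nuclei. With the cluster of dividing nuclei left out as well they were 2.99, 7.46, −0.362 and −2.32, of which the adipocyte and myeloid differences were within counting error. The adipocyte and ASPC differences kept their sign under each alternative, none of which left out the unnamed cluster. With that cluster left out beside lymphocytes and dividing nuclei, the adipocyte difference would not keep its sign.

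The share of adipocyte-lineage nuclei in subclusters with at least 90% from 1 library, 92.8% as reported, was 84.9% with at least 200 genes, 95.003% with at least 1000 genes, 89.6% without a mitochondrial limit, 84.5% at resolution 0.2, 94.9% at resolution 1.0, 94.5% with 30 principal components, 100% with genes with little intron and 0% after integration. Integration aligns the libraries by its construction, so it can also remove a true difference. The difference for the subcluster highest in Ucp1, Cidea and Ppargc1a, 31.4 as reported, was 28.8 without a mitochondrial limit, 52.9 at resolution 0.2, 18.0 at resolution 1.0 and 0.0628 after integration. The subcluster chosen by this rule need not hold the same nuclei in each. For adipocytes defined by markers in each nucleus there is no subcluster, and the share with a UMI at 1000 UMIs was computed in its place. It was 3.85% in the library labelled WT and 5.47% in the library labelled KO, a difference of 1.62. For adipocytes by cluster the difference was 0.207 as reported, −0.385 at 500 UMIs and 12.8 without thinning, where the deeper library has more UMIs per nucleus.

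Scaling without mitochondrial genes and Malat1 moved the median log2 ratio of all genes by −0.25 and TMM scaling moved it by 0.29, and the panels moved with it. The thermogenic median became −0.86 and −0.32, and the identity median −0.35 and 0.19. Under TMM scaling the calcium and WNT median was 0.73, Plin1 0.14 and Atp2a2 0.037, and Acss2 (−0.07) was within counting error. Adipocytes defined by markers in each nucleus gave −0.77 for the thermogenic and −0.20 for the identity median, and no mitochondrial limit gave −0.025 for the identity median. Correction for intronic length gave −0.81 for the thermogenic median, 0.42 for the identity median, 0.32 for Adrb3, 0.30 for Plin1 and −1.03 for Tcf7l2. The thermogenic median stayed below 0 under each alternative.

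Of adipocyte genes, 2946 had a ratio of at least 2 and 2000 a ratio of at most 0.5. This split was 2462 and 2970 without mitochondrial genes and Malat1, and 3538 and 1106 under TMM scaling. Genes with a ratio of at most 0.5 numbered 3335 with a minimum of 10 counts, 828 with a minimum of 200 counts, and 1271 after correction for intronic length. The number with a ratio of at least 2 stayed within 1.5 times under each alternative. The alternatives planned for Lexis were not run, because it was not analysed here. No paired analysis was possible because each genotype has 1 library.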

Other observations

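In this part, the tests of intron counting, of an adipocyte-only effect, of cytoplasmic RNA and of clusters and subclusters on genes with little intron were chosen after their results had been seen. The tests at equal depth and of the lymph node list were written before theirs. The rules for reading the test at matched depth and the shares of nuclei in clusters of 1 library were changed after the values had been seen.

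Genes with long introns were higher in the library labelled KO. Between genes with more than 100000 and at most 3000 bases of intron the median log2 ratio differed by 2.35 in adipocytes. An effect of genotype in adipocytes only would leave lymphocytes level, but among genes highest in lymphocytes the difference was 2.43. More cytoplasmic RNA in the library labelled WT would lower the share of RNAs kept in the nucleus there. Malat1, Neat1 and Kcnq1ot1 together, a sum that was mostly Malat1, were lower in the library labelled KO. Their log2 ratio was −0.72 in adipocytes and −1.21 to −1.96 in the other 4 classes. Genes with at most 3000 bases of intron were lower there too, with a median of −0.90 in adipocytes. In adipocytes these RNAs were thus no lower than such genes, so the test cannot decide there. In the other 4 classes such genes had medians of −0.61 to −0.97, and the sum lay below the median of each class. These values argue against more cytoplasmic RNA in those classes. They also argue there against a loss of nuclear RNA from the library labelled WT that took these RNAs with it. Depth per nucleus as the whole cause is argued against by adipocyte nuclei with 1500 to 3000 UMIs (124 and 64 nuclei), where the difference was 1.38 (interval over genes 1.16 to 1.67). The same genes gave 2.33 over all adipocyte nuclei, so depth may still carry part of it. Across 5 cell classes, each judged on genes highest in that class, the smallest difference was 2.39. This is consistent with reads in introns having been counted or captured more in the library labelled KO, for example through a different counting setting, which the files do not state. A loss of unspliced transcripts alone from the library labelled WT stays open.

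Adipocyte nuclei of both libraries fell into separate clusters when merged, with 100% in clusters that drew at least 90% of nuclei from 1 library. The same held for 100% of ASPC nuclei. Clustered on genes with at most 10000 bases of intron, 0.461% of ASPC nuclei were in such clusters, so the counting of introns may account for this coarse split. Re-clustering on the same genes left 100% of ASPC nuclei in subclusters with at least 90% from 1 library, against 83.6% with all genes. These genes still carried part of the trend in ASPCs. The median log2 ratio was −0.61 up to 3000 bases and −0.41 from 3000 to 10000. Whether the counting of introns is the whole cause of the finer split is therefore not settled. Adipocyte nuclei stayed apart in the clusters of all nuclei on genes with little intron, at 99.6%. They also stayed apart after thinning each nucleus to 1000 UMIs, at 100%. The result after thinning argues against depth alone as the whole cause. Genes with little intron still carried part of the trend in adipocytes. The median log2 ratio was −0.90 up to 3000 bases and −0.59 from 3000 to 10000. The separation on these genes therefore cannot settle whether the counting of introns alone is the cause. With thinning and genes with little intron together the share was 65.9%. Part of the adipocyte nuclei then shared clusters and part did not, so these 2 causes together and a difference between the adipocytes themselves cannot be told apart. With 1 library per genotype, genotype stays among the open explanations, untested.

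Lymphocytes took a larger share of the library labelled WT. A hypothesis is that lymph node tissue entered this library, although the protocol left the node out. Node cells other than lymphocytes would then remain in the shares given without lymphocytes. Of the 11 listed lymph node genes, 9 were higher among nuclei other than lymphocytes of the library labelled WT beyond counting error, among them Glycam1 (233 counts against 55, ratio 15.4, interval 11.5 to 21.1), Clu (ratio 32.1) and Tnfsf11 (26 counts against 0). Il7 went the other way (ratio 0.176), and Enpp2 did not differ (ratio 1.02). The intronic length of a gene also moves these ratios. This is consistent with lymph node tissue in the library labelled WT, and infiltration of the fat depot by lymphocytes with lymphoid stroma stays open, as does genotype.

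The file names and labels of the libraries disagree for 2 libraries. A mislabelled sample, a misnamed file and a correct label cannot be told apart, because the targeted gene that would decide was not analysed here. Were the labels crossed, every ratio in the results would turn over.

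The merged nuclei gave 18 clusters here. That is higher than the value quoted from the study above. The re-clustered nuclei gave 5 ASPC subclusters. That is higher than the value quoted from the study above. Both counts depend on rebuilt clusters and names. After integration there were 15 clusters and 7 subclusters, of which 3 were ASPC, and clusters from genes with little intron also gave 3 ASPC subclusters.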
